# Transcriptional Reprogramming at Genome-Scale of *Lactobacillus plantarum* WCFS1 in Response to Olive Oil Challenge

**DOI:** 10.3389/fmicb.2017.00244

**Published:** 2017-02-17

**Authors:** María Esteban-Torres, Inés Reverón, Laura Plaza-Vinuesa, Blanca de las Rivas, Rosario Muñoz, Félix López de Felipe

**Keywords:** transcriptomics, *Lactobacillus plantarum*, olive oil, stringent response, fatty acid biosynthesis

## Abstract

Dietary fats may exert selective pressures on *Lactobacillus* species, however, knowledge on the mechanisms of adaptation to fat stress in these organisms is still fragmentary. This study was undertaken to gain insight into the mechanisms of adaptation of *Lactobacillus plantarum* WCFS1 to olive oil challenge by whole genome transcriptional profiling using DNA microarrays. A set of 230 genes were differentially expressed by *L. plantarum* WCFS1 to respond to this vegetable oil. This response involved elements typical of the stringent response, as indicated by the induction of genes involved in stress-related pathways and downregulation of genes related to processes associated with rapid growth. A set of genes involved in the transport and metabolism of compatible solutes were downregulated, indicating that this organism does not require osmoprotective mechanisms in presence of olive oil. The fatty acid biosynthetic pathway was thoroughly downregulated at the transcriptional level, which coincided with a diminished expression of genes controlled by this pathway in other organisms and that are required for the respiratory function, pyruvate dehydrogenase activity, RNA processing and cell size setting. Finally, a set of genes involved in host-cell signaling by *L. plantarum* were differentially regulated indicating that olive oil can influence the expression of metabolic traits involved in the crosstalk between this bacterium and the host.

## Introduction

Recent studies have shown that the type of dietary fat has a direct impact in the composition of the gut microbiota (de Wit et al., 2012; Patterson et al., 2014) however, the mechanisms underlying these changes are poorly understood.

Olive oil, the main fat of the Mediterranean diet, is considered premium oil from a nutritional viewpoint (Estruch et al., 2013). This vegetable oil but not butter, shapes the host microbial ecosystem by increasing the population of the *Lactobacillaceae* family (Hidalgo et al., 2014). Gaining insight into the mechanisms by which olive oil exert selective pressures on lactobacilli could be a step forward to better understand the transformation changes in the gut microbiota induced by this oil. In addition, knowledge on how olive oil stress the metabolic traits of lactobacilli can be of utility to better understand the uneven impact of these organisms in relation to metabolic diseases linked to fat intake (Karlsson et al., 2011; Drissi et al., 2014; Li et al., 2014; Toral et al., 2014; Heeney et al., 2016), more in view that *Lactobacillus* species constitute a major population in the small intestine (Kleerebezem and Vaughan, 2009) where all fats are adsorbed (Krajmalnik-Brown et al., 2012).

Information on the mechanisms of adaptation of lactobacilli to olive oil is also of interest to apply this vegetable oil as vehicle for selected microorganisms that may contribute to a better management of gut microbial ecosystem and host health. Insights into the mechanisms by which olive oil exert selective pressures on lactobacilli may be of special interest for olive oil attributes, as the activity of olive microbiota during the oil extraction process (from which *Lactobacillus* species are part) could be a critical point for virgin olive oil quality (Vichi et al., 2011). In addition, this knowledge will expand the catalog of transcriptional datasets that has been recently launched to unravel the specific traits used by this organism to adapt to plants (Filannino et al., 2016).

Among lactobacilli, *Lactobacillus plantarum* is a suitable organism to study the mechanisms of adaptation to olive oil, because it successfully colonizes the olive and is part of the olive microbiota (Landete et al., 2010), occurs in our diets (Ahrné et al., 1998) and colonizes the gastrointestinal (GI)-tract from animals (de Vries et al., 2006). Therefore, to leverage information on the mechanisms of adaptation of *L. plantarum* to olive oil we examined the expression profile of the model strain *L. plantarum* WCFS1 in response to a challenge with this vegetable oil by transcriptomics.

Studying the effects of olive oil on the gene transcription in *L. plantarum* has also interest from a fundamental viewpoint. It is to note that *L. plantarum* feedback inhibits the endogenous biosynthesis of fatty acids upon the presence of exogenously added fatty acids (Sabaitis and Powell, 1976). At present, it is unclear whether this inhibition may be important for the biogenesis of *L. plantarum*, as it occurs in *Escherichia coli* (Yao et al., 2012) or in yeast mitochondria (Kursu et al., 2013) where the fatty acid biosynthesis (FAB) pathway dysfunction affects critical aspects of cell biogenesis. Considering that the biosynthesis of fatty acids is feedback inhibited in *L. plantarum* by fatty acids (Sabaitis and Powell, 1976), whole transcriptome microarray profiling in response to olive oil could decipher functions intersecting with the FAB pathway in this bacterium. In view of the above mentioned, the objective of this work is to provide insights on how virgin olive oil affects the expression profile of *L. plantarum* WCFS1 at genome scale.

## Materials and Methods

### Bacterial Strain, Culture Conditions, and Olive Oil

*Lactobacillus plantarum* WCFS1 was kindly provided by Dr. Michiel Kleerebezem (NIZO Food Research, The Netherlands) and grown in Man-Rogosa-Sharpe (MRS) broth (Difco Laboratories, Madrid, Spain) (de Man et al., 1960) at 30°C without shaking. This strain is a colony isolate of *L. plantarum* NCIMB 8826, which was isolated from human saliva and persists in the digestive tract of mice and humans better than other *Lactobacillus* sp. isolated from the human intestine (Vesa et al., 2003). Extra Virgin Olive Oil (EVOO) from the Picual variety harvested during the 2014–2015 season was obtained from a local producer (Jaén, south of Spain).

### RNA Extraction

Twelve paired independent *L. plantarum* WCFS1 batch cultures (50 mL each) were grown in MRS to an OD_600_ ≈ 0.8–0.9. Then, a culture of each pair (twelve cultures) was centrifuged at 9,000 × *g* for 5 min at 20°C and cells washed twice in 100 mM phosphate buffer pH 7.0. The washed cells were suspended in 0.5 ml of 100 mM phosphate buffer pH 7.0 and then induced with 0.5 ml of EVOO (final EVOO concentration 50%) by vortex-shaking during 10 min at room temperature. Washed cells (uninduced) were used as controls. These cells were suspended in 1 ml of 100 mM phosphate buffer pH 7.0 and subjected to vortex-shaking during 10 min at room temperature. The induced cells and their corresponding controls were cooled on ice for 7 min and centrifuged at 4°C. The pellet was mixed with 2 mL of quenching buffer (60% methanol, 66.7 mM HEPES, pH 6.5, –40°C). Following quenching, the cells were centrifuged at 9,000 × *g* for 10 min at –10°C and suspended in an extraction mixture (500 μL 1:4 chloroform-acid phenol, 30 μL of 10% SDS, 30 μL Na-acetate 3M pH 5.2, 400 μL Tris-EDTA buffer [10 mM Tris(hydroxymethyl)amino methane, 1 mM EDTA] pH 7.4, 15 mg of polyvinylpoly-pyrrolidone, and 500 mg of glass beads (ϕ, 75–150 μm). The cells were broken under frozen conditions in a FastPrep^TM^ Fp120 (SAVANT) using three treatments of 5000 rpm for 40 seconds and chilled 1 min between cycles. The suspension was then centrifuged at 4°C at 10,000 x *g* for 2 min. After two extractions with 500 μL of chloroform the supernatant containing the RNA was immediately frozen in liquid nitrogen, and stored at –80°C (Saulnier et al., 2007). NanoDrop ND1000 instrument was used for RNA quantification. The A_260_/A_280_ and A_260_/A_230_ ratios were measured to check RNA purity. Integrity and quality of RNA samples were determined by electrophoresis on agarose gels. Two treatments with DNase I (Ambion) were applied and the absence of genomic DNA was confirmed by PCR (Saulnier et al., 2007).

### Microarray: cDNA Synthesis, Purification, and Hybridization

Before first-strand cDNA synthesis, RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies). Fluorescently labeled cDNA was obtained by using the SuperScript Indirect cDNA Labeling System (Invitrogen). After, the Cy3 and HyPer5 fluorescent dyes (Amersham Biosciences) were coupled to the aminoallyl-modified first-strand cDNA, and purification of probes was carried out with the CyScribe GFX Purification Kit. Labeling efficiency was assessed using a NanoDrop ND1000 spectrophotometer. Preparation of probes and hybridization at 65°C during 17 h was performed as described on the Two-Color Microarray Based Gene Expression Analysis Manual (Quick Amp Labeling) with Tecan HS Pro Hybridization (V. 5.7/Agilent Technologies). Slide *L. plantarum* WCFS1 8x15K microarray GE Agilent G2509F Oligo Microarrays (No. 026636) was custom designed and contains 60-mer probes that were taken at the gene expression omnibus database (GEO Accession No. GPL5874). The oligo-microarray contained an average of three probes per transcript.

Real-time quantitative RT-PCR assays (qRT-PCR). Real-time qRT-PCR was used to validate the microarray data. Amplification was carried out using a 7500 Fast System (Applied Biosystems). RNA was reverse transcribed using High Capacity cDNA Reverse Transcription Kits (Applied Biosystems). The specific primers used for the qRT-PCR assays are listed (see Additional file 1: Supplementary Table S1). The SYBR Green method was used and each assay was performed in triplicate using SYBR Green real-time PCR Master Mix (Applied Biosystems). Amplification was initiated at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. Control PCRs were included to confirm the absence of primer dimer formation (no-template control), and to verify that there was no DNA contamination (without RT enzyme negative control). All real-time PCR assays amplified a single product as determined by melting curve analysis and by electrophoresis. A standard curve was plotted with cycle threshold (*Ct*) values obtained from amplification of known quantities of cDNAs and used to determine the efficiency (*E*) as *E* = 10^-1/slope^. The expression levels of target genes were normalized. The Bestkeeper analysis (Pfaffl et al., 2004) was applied, and the geometric mean of the most stably expressed housekeeping genes (16S rRNA, *ldhD, gapB, dnaG*, and *gyrA*) was used as a normalization factor. 

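Table 1 takes 10 genes for which transcript levels were also measured by RT-qPCR. On the arrays analysed here, the log2 ratio of olive oil over control was 0.58 for lp_2755 (membrane protein), 0.33 for lp_1880 (hypothetical protein) and 0.37 for *pts5ABC* (lp_0265). It was -0.12 for the cold-shock gene *cspC* (lp_0997), -0.22 for *rpsF* (lp_0009, ribosomal protein S6), -0.15 for the cell surface protein gene lp_1449 and 0.01 for *gyrA* (lp_0007, DNA gyrase). Values of *ldhD*, *atpF* and *aroE*, the other genes of the table, were 0.21, -0.35 and -0.09. The standard errors lay between 0.13 and 0.30 (3 arrays), and no gene of the 10 passed the test (adjusted p = 0.290 for lp_1880 and 0.867 for *cspC*, from limma). The sign was that of the paper's RT-qPCR value for 6 of the 10 genes, among them lp_1880 and *ldhD*. The paper's RT-qPCR value of lp_1880 is 0.08, and the note of Table 1 reads very small values as no change. The paper names *ldhD* and *gyrA* among the genes that normalized its RT-qPCR. Across the 10 genes, which are not independent replicates, Pearson's r with the paper's RT-qPCR log2 values was 0.29 (2-sided permutation p = 0.408, 100000 draws) and Spearman's rho was 0.05 (permutation p = 0.892). With Benjamini-Hochberg adjustment over the 4 correlations computed for this table, both p-values became 0.918. Over the alternatives, Pearson's r ran from -0.21 without replicate 1 to 0.58 without replicate 2, with permutation p between 0.0754 and 0.960.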

The expression ratios measured by microarrays and by qRT-PCR assay were plotted, and the linear correlation coefficient was calculated (*y* = 1.2024x – 1.5843; *R*^2^= 0.89) (**Table 1**).

**Table 1:** RT-qPCR validation of nine differentially expressed genes according to microarray data.

Locus tag	Locus	Description	Expression ratios^a,b^	
			Microarray^c^	RT-qPCR^d^
*lp_1880*	–	Hypothetical protein	2.31	0.08
*lp_0997*	*cspC*	Cold sock protein CspC	1.8	1.01
*lp_0009*	*rpsF*	30S ribosomal protein S6	1.48	0.68
*lp_2755*	–	Membrane protein	1.34	0.45
*lp_2057*	*ldhD*	D-lactate dehydrogenase	1.14	0.38
*lp_2368*	*atpF*	H(+)-transporting two-sector ATPase, B subunit	–0.95	–3.04
*lp_1449*	–	Cell surface protein, CscB family	–1.27	–3.53
*lp_2035*	*aroE*	3-phosphoshikimate 1-carboxyvinyltransferase	–1.34	–3.71
*lp_0265*	*pts5ABC*	PTS system trehalose-specific transporter subunit IIBC	–2.16	–3.23
*lp_0007*	*gyrA*	DNA gyrase subunit A	–0.69	–2.93

*Linear regression fit analysis was applied and correlation coefficient used to validate the data (*y* = 1.002x – 1.584; *R*^2^ = 0.895). ^a^Genes ratios >1.5-fold changes (FC, either increase or decrease) were statistically significant (*p* < 0.05); except for *gyrA* gene (regarded as a constitutive gene) ^b^Values close to zero indicate no change respect to reference genes (*16SARNr, gyrA, dnaG*) ^c^log2ratio(M), where ratio(M) = FC ^d^log2 ratios of average FC.*

### Data Analysis

Images were captured with a GenePix 4000B (Axon) and spots quantified using GenPix software (Axon). Background correction and normalization of expression data were performed using the methods normexp and loess in LIMMA, respectively (Smyth and Speed, 2003). The expected False Discovery Rate (FDR) was controlled to be less than 5%. Genes were considered differentially expressed when nominal *p-*values were <0.05 and had a fold change (FC) equal or higher than ±2.0. FC was calculated as the average of the FC between significantly regulated probes. Hybridizations and statistical analysis were performed by the Genomics Facility at Centro Nacional de Biotecnología, CSIC, Spain.

### Microarray Data Accession Number

The microarray data provided in this study have been deposited in NCBI Gene Expression Omnibus (Edgar et al., 2002) genomics data repository and are accessible through GEO Series accession number GSE89534.

### Fatty Acid Profile of Virgin Olive Oil

Analysis of the fatty acid composition of EVOO was performed by GC after derivatization to fatty acid methyl esters (FAME). A volume of 2 mL CH3ONa 0.5 M in methanol was added to a 10–20 mg EVOO sample. The solution was vortex-shaken for 1 min and incubated 15 min at 60°C. Then, after 2 mL CH3COCl in methanol (1:10 v/v) was added, the solution was vortex-shaken for 1 min, incubated 60 min at 60°C and let stand for 10 min. Finally, 1 mL of distilled water and then 3 mL hexane were added. The solution was vortex-shaken for 1 min and centrifuged at 1500 rpm for 5 min at 4°C. The organic layer was separated and analyzed by GC.

Fatty acid methyl esters were analyzed by GC using a chromatograph (Agilent 7820A GC system) equipped with a Flame Ionization Detector (FID). Samples were introduced into a HP-23 column (60 m × 250 μm × 0.25 μm, Agilent) at 100°C and the temperature was increased at 8°C/min to 145°C (maintained for 20 min); 6°C/min to 195°C (maintained for 10 min); 3°C/min to 215°C (maintained for 5 min); 10°C/min to 230°C (maintained for 5 min). The flow rate of He, used as carrier gas, was 1 mL/min. Injector and FID temperatures were 250 and 260°C, respectively. The absolute amunt of each individual FAME was calculated by multiplying the percentage of each FAME by the amount of nonoxidized fatty acid monomers (FAM) giving results equivalent to those obtained using internal standard (C13:0).

### HPLC/ESI-MS Analysis of Olive Oil Phenolics

The phenolic fraction of EVOO samples (500 μL) was obtained by three-phase chloroform/methanol/water (1:1:1, v/v/v) extraction. The methanol/water (1:1) phase was collected, filtered through a 0.22 μm nylon membrane and directly injected into the HPLC system. Stock solutions of selected olive oil phenolics of the highest available purity (hydroxytyrosol (Seprox Biotech), *p*-coumaric acid (Sigma) and oleuropein (Extrasynthèse)) were prepared in methanol at a concentration of 20 μg/mL and stored at -20°C. Hydroxytorosol was selected as it occurs in large quantities in virgin olive oils, oleuropein as the olive precursor of hydroxytyrosol and *p*-coumaric as representative of the hydroxycinnamic acids present in olive oil. The standard solutions were prepared by serial dilution of stock solutions with water/methanol (50:50, v/v).

HPLC/ESI-MS analyses of the selected olive oil phenolics (oleuropein, hydroxytyrosol, and *p*-coumaric acid) were carried out on an Agilent 1200 chromatography system equipped with a diode array detector (DAD) and a triple quadrupole mass spectrometer (Agilent G6410B) with an electrospray interface.

Separation of phenolics was achieved on a Zorbax Eclipse Plus column (100 mm × 4.6 mm × 3.5 μm, Agilent) using gradient elution with solvent A (water/0.1% formic acid) and solvent B (acetonitrile/0.1% formic acid). The following gradient was used: 0 min 10% B; 15 min 30% B; 30 min 50% B; 32 min 10% B; 35 min 10% B. The flow rate set at 0.6 ml/min, and the injection volume was 10 μl. The analytes were quantified against authentic compounds as external standards.

## Results

### Olive Oil Characteristics

The fatty acid composition of the EVOO used in this study is shown in **Table 2**. This oil showed a fatty acid composition similar to previously reported olive oils obtained from the same olive variety (Picual) (Olivero-David et al., 2014). Oleic acid was, by far, the major fatty acid in the EVOO amounting up to 76% of the fatty acids. Overall, monounsaturated fatty acids (MUFAs) accounted for 79.5% of total fatty acid content whereas saturated fatty acids (SFAs) and polyunsaturated fatty acids (PUFAs) represented the 15.7 and 4.8% of the total FAs, respectively.

**Table 2:** Fatty acid composition and concentration of selected phenolic compounds in extra virgin olive oil (EVOO).

Fatty acid	Name	Percentage in EVOO	mg FAME/g sample
C16:0	Palmitic acid	11,27	125,41
C16:1n7	Palmitoleic acid	0,86	9,56
C17:0	Margaric acid	0,04	0,46
C18:0	Stearic acid	3,85	42,81
C18:1n7c	*Cis*-Vaccenic acid	2,42	26,92
C18:1n9c	Oleic acid	75,99	845,97
C18:2n6c	Linoleic acid	4,2	46,74
C18:3n3	α-Linolenic acid	0,61	6,81
C20:0	Arachidic acid	0,4	4,46
C20:1n9	*Cis*-11 eicosenoic acid	0,22	2,42
C22:0	Behenic acid	0,1	1,14
C24:0	Lignoceric acid	0,05	0,544
**Selected phenolic compounds (STP)**			**μg/g sample**
Hydroxytyrosol			9,31
*p*-coumaric acid			0,14
Oleuropein			n.d.

*EVOO. Extra virgin olive oil*

*n.d., Not detected.*

Regarding the phenolic compounds selected for analysis, the concentrations of hydroxytyrosol (**Table 2**) and *p*-coumaric acid (**Table 2**) found in the EVOO parallel well with concentrations previously found for these phenolics in olive oils from the same variety (Picual) (Bayram et al., 2012). As to oleuropein, it was not detected in our oil which is in line with its virtual absence or low concentration in olive oils (Perri et al., 1999) as a result of hydrolysis to yield mainly hydroxytyrosol during fruit maturation.

### Overview of the *L. plantarum* WCFS1 Transcriptomic Response to EVOO

The impact of EVOO on the transcriptomic profile of *L. plantarum* WCFS1 was evaluated by sorting all genes whose transcript level showed changes (log_2_ratio) of at least ±2.0 (*p* < 0.05). 

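RNA of *L. plantarum* WCFS1 cells shaken with 50% EVOO for 10 min was compared with RNA of washed cells shaken in 100 mM phosphate buffer, on 3 Agilent 2-colour microarrays. Each array held labeled cDNA of treated and of control cells, and the sample labels call the 3 arrays biological replicates. The methods describe more pairs of cultures than there are arrays and do not say which of them, or pools of them, an array held. On replicate 1 the treated cells carried HyPer5 (red) and the control cells Cy3 (green). On replicates 2 and 3 the dyes were exchanged, so the dyes were not balanced over the arrays. Each array had 15208 spots of 9023 probes for 3046 genes, with a median of 3 probes per gene. No spot was saturated, and 97.3 to 99.7% of the gene spots of a channel lay well above background. Median red signals were 1490, 1395 and 1169 on replicates 1, 2 and 3, and median green signals were 2824, 3476 and 3326, over median backgrounds of 39 in red and 51 to 56.5 in green.

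The authors deposited the scanned intensities of every spot and a table of their comparison. From the intensities, the background was corrected here by normexp with an offset of 50 and the ratios were normalized by loess within each array. Control spots, and the 959, 1147 and 1905 gene spots marked as outliers on replicates 1, 2 and 3, were left out. Spots of a probe were averaged, then probes of a gene, and every ratio was turned to olive oil over control. Genes were tested with limma over the 3022 genes measured on all 3 arrays, with Benjamini-Hochberg adjustment. The genes to be named, the gene lists and all processing alternatives except quantile normalization between arrays were fixed before the data were examined. Across genes, which are not independent replicates, the log2 ratios correlated with r = 0.69 between replicates 2 and 3, 0.36 between 1 and 3, and 0.03 between 1 and 2. Background correction, normalization, the rule for several probes and the unbalanced dyes are the choices that can change the numbers. The number of arrays limits the precision. In simulated arrays of these 3022 genes, the same steps called 74% of 100 genes changed 2-fold, 97% of 100 genes changed 4-fold and 2 of 2802 unchanged genes. The simulated noise was drawn independently for each gene, whereas real genes are not independent. These shares therefore need not hold for the real arrays.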

The microarray data revealed that approximately 7% of the genes from *L. plantarum* WCFS1 were differentially expressed in presence of EVOO (**Figure 1**). 

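After 10 min with EVOO, the steepest fall was that of lp_2739, at a log2 ratio of -3.91 (standard error 0.14, adjusted p = 5.25e-06 from limma), and the steepest rise that of lp_2638, at 1.72 (standard error 0.17, adjusted p = 0.00537). The files do not pair these loci with gene names. In all, 28 of the 3022 genes tested (0.927%) changed at an adjusted p under 0.05 in limma's test, and 13 of them changed at least 2-fold. All 28 genes had the same direction on all 3 arrays and in all their probes that had a value on every array. For lp_1696 and lp_tRNA44, at most 1 such probe was left to compare. The log2 ratios of the changed genes ran from -3.91 to 1.72, with no size under 0.71. With 1 direction on all 3 arrays, whatever the test, were 40.1% of the genes.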

Overall, 230 transcripts were affected (123 upregulated; 107 downregulated) after 10 min of exposure to EVOO as compared to transcriptomes of control cells (*t* = 0). 

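Of the 28 changed genes, 18 rose and 10 fell. Of genes that Table S2 lists, *rpsT* (lp_2126), *rpmE* (lp_0512) and the hypothetical protein gene lp_1577 rose, the last at a log2 ratio of 0.87 (standard error 0.13, adjusted p = 0.0281 from limma). lp_3393, which has no name in the files, rose by 1.60 (standard error 0.15, adjusted p = 0.00537). lp_2739 and its neighbour lp_2740 fell most. The log2 ratio of lp_2740 was -3.35 (standard error 0.13), and 3 loci that follow in number, down to a ratio of -1.04, fell as well. At the methods' thresholds, a nominal p under 0.05 and a fold of at least 2, 12 genes were higher and 4 lower. By the methods' rule for probes, the mean fold of the probes at a nominal p under 0.05, 23 genes were higher and 7 lower. The count of 18 and 10 depends on the arrays and the model: it became 17 and 4 with scale normalization between arrays, 9 and 4 with median centring, 222 and 84 with a dye term and 296 and 242 without replicate 1. The last 2 settings leave 1 residual degree of freedom.

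**Figure D1:**
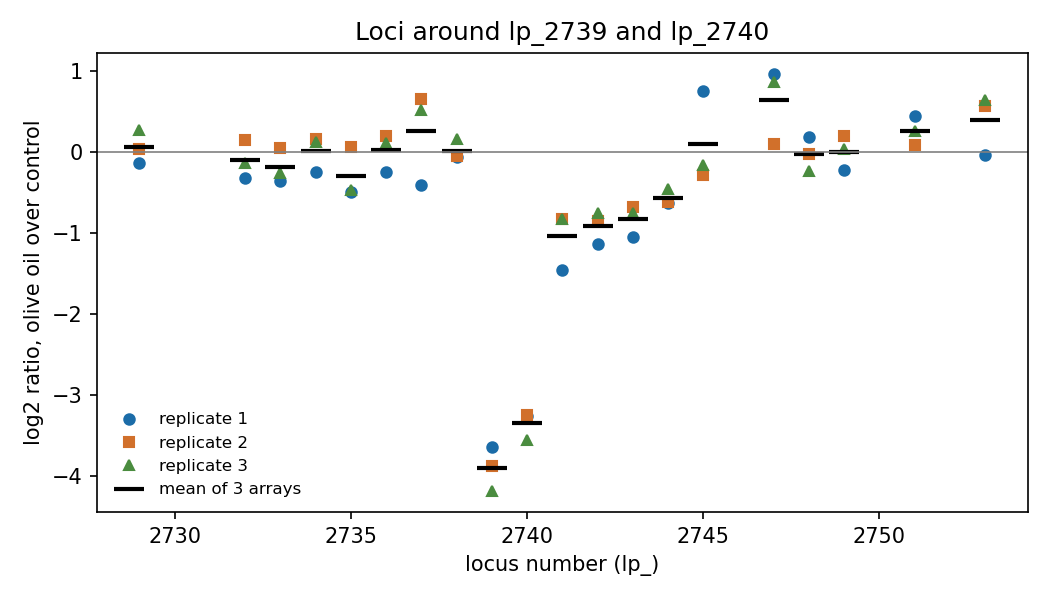
Log2 ratios of olive oil over control for the loci around lp_2739 and lp_2740, by locus number, with a symbol for each of the 3 arrays and a black bar for their mean. lp_2739 lies between -4.19 and -3.65 and lp_2740 between -3.56 and -3.24 on the 3 arrays.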

The differentially expressed genes, functionally distributed according to their COGs categories, are shown (**Figure 1**) (Additional file 2: Supplementary Table S2).

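The genes of Table S2 were looked up among those tested. Of the 239 genes with a signed fold change in the table, 156 had a mean log2 ratio in the listed direction, which were 87 of 125 listed as higher and 69 of 114 listed as lower. Of these 239 genes, 3 changed in the listed direction at an adjusted p under 0.05 from limma, *rpsT*, *rpmE* and lp_1577, and lp_tRNA44 changed in the opposite direction. At a nominal p under 0.05, 41 genes had the listed direction and 16 the opposite. By the methods' rule for probes, at 2-fold, 6 of the 239 genes were called in the listed direction. That rule called lp_tRNA44 in the opposite direction. The paper presents the table as the result of its arrays, so the counts are not independent evidence of the directions. The listed direction was that of 173 genes on replicate 1, 107 on replicate 2 and 141 on replicate 3. The median log2 ratio was 0.14 over the genes listed as higher and -0.06 over those listed as lower. With a dye term, 36 genes changed in the listed and 13 in the opposite direction, and without replicate 1 39 and 21 did.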

**FIGURE 1:**
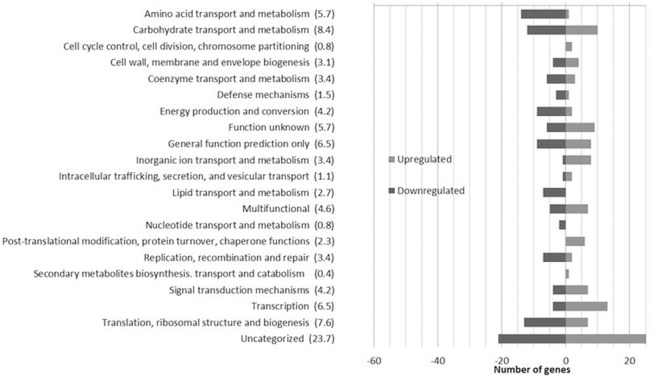
**Number of *Lactobacillus plantarum* WCFS1 genes by functional categories that were upregulated and downregulated in the presence of 50% olive oil.** The number in parentheses represents the percentage of differentially expressed genes in each category.

### *L. plantarum* Downregulates the FAB Pathway during EVOO Stress

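Fatty acid biosynthesis (FAB) was followed through 11 genes that the study names as lower. Among them are the acetyl-CoA carboxylase genes *accD1*, *accD2* and *accB3*, whose products make malonyl-CoA, the malonyl transferase gene *fabD*, the dehydratase gene *fabZ2* and the enoyl reductase gene *fabI*. The log2 ratio of olive oil over control was -0.51 ± 0.28 (standard error, 3 arrays) for *accD2* (lp_1679), -0.48 ± 0.30 for *fabD* (lp_1673), -0.44 ± 0.27 for *fabZ2* (lp_1677) and -0.35 ± 0.29 for *fabI* (lp_1681). It was -0.02 ± 0.20 for *accD1* (lp_0591) and 0.24 ± 0.17 for *accB3* (lp_0362). None of the 11 genes passed limma's test over all genes, none when adjusted over the list alone, and at a nominal p under 0.05 1 was higher and none lower. The genes were chosen by the study on these arrays and are not independent evidence of a direction. Their median was -0.21 over the arrays, 0.42 on replicate 1, -0.09 on replicate 2 and -0.36 on replicate 3 (adjusted p = 0.474 in limma's camera test of the list).

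The run of 13 loci from lp_1670 to lp_1682, which holds the *fab* and *acc* cluster, had a median log2 ratio of -0.35. No locus of it passed the test over all genes or adjusted over the list alone. All 13 loci lay below 0 on replicate 2 (median -0.95) and 9 of them on replicate 3 (median -0.36), whereas 10 lay above 0 on replicate 1 (median 0.47). The list had an adjusted p of 0.0904 in limma's camera test. Without replicate 1, its median was -0.65 (adjusted p = 1.05e-08 in limma's camera test), and that of the 11 genes -0.18 (adjusted p = 0.0216 in limma's test). The arrays that remain then both carry the treated RNA in green, so a dye effect cannot be told apart from the treatment there, and with a dye term in the fit of all 3 arrays the median of the run was -0.17. Of the pairs of arrays with opposite dyes, the run passed without replicate 3, at a median of -0.36 (adjusted p = 0.000891 in limma's camera test), but not without replicate 2, at 0.010. The fit without replicate 1 gave the lowest adjusted p over the alternatives. The highest, 0.933 for the run and for the 11 genes, is that of limma's camera with an estimated correlation (0.690 for the run). For the 11 genes the estimate was -0.049, below the preset 0.01. That form of camera has 2 degrees of freedom here, so its high p cannot be put down to correlation alone.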

The transcriptomic response of *L. plantarum* WCFS1 to EVOO revealed the downregulation of 11 genes coding for proteins involved in various stages of the FAB pathway pathway, including the initiation (*accD1, accD2, accB3, fabD*) and elongation (*fabZ, fabI*) phases. Among the repressed genes, two coded for the E2 (*lp_2152*) and E3 (*lp_2151*) subunits of the pyruvate dehydrogenase (PDH) complex, which produces acetyl-coA to feed the FAB pathway. 

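The E2 gene *pdhC* (lp_2152) and the E3 gene *pdhD* (lp_2151) of the PDH complex, which turns pyruvate into acetyl-CoA, did not pass the test. For *pdhC*, the log2 ratio was -0.15 (standard error 0.13, adjusted p = 0.565 from limma). It lay below 0 on all 3 arrays, at -0.02, -0.09 and -0.36. For *pdhD* it was 0.33 (standard error 0.13, adjusted p = 0.289 from limma), with 0.42, 0.07 and 0.49 on replicates 1, 2 and 3.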

Further related with the PDH complex, the gene coding for lipoil protein ligase A (*lp_0477*), which is required for the lipoylation of the E2 subunit and hence essential for PDH activity, was also downregulated. In addition, genes *coaE* and *lp_1682*, which are required to get the physiologically active form of the acyl carrier protein (ACP) from 4′-phosphopantetheine, were also downregulated. 

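The lipoate-protein ligase gene lp_0477 had a log2 ratio of -0.21 (standard error 0.12, adjusted p = 0.412 from limma). The ratio lay below 0 on every array, at -0.28 on replicates 1 and 3 and -0.09 on replicate 2. The gene did not pass the test.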

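Neither gene passed the test. *coaE* (lp_1510), whose product makes the last step of coenzyme A synthesis, had a log2 ratio of -0.27 (standard error 0.16, adjusted p = 0.437 from limma), from -0.58 on replicate 1 to 0.18 on replicate 2. The phosphopantetheinyl transferase gene lp_1682 had a log2 ratio of 0.31 (standard error 0.24, adjusted p = 0.538 from limma), with 0.88 on replicate 1, -0.53 on replicate 2 and 0.58 on replicate 3.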

For clarity, a schematic overview of the FAB pathway stages is depicted in **Figure 2**.

**FIGURE 2:**
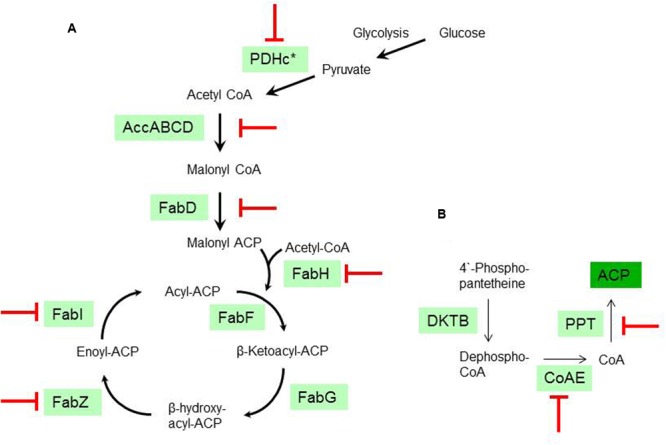
**Transcriptional inhibition of the fatty acid biosynthesis (FAB) from *L. plantarum* WCFS1 by olive oil. (A)** Schematic diagram of the type II FAB pathway according to the annotated genes in *L. plantarum* WCFS1. PDHc (PDH complex; ^∗^ see text for genes affected within this complex); PFL (pyruvate formate lyase); AccABCD (Acetyl-CoA carboxylase); FabD (Malonyl-CoA:ACP transacylase); FabH, FabF (β-Ketoacyl-ACP synthase); FabG (β-Ketoacyl-ACP reductase); FabI (enoyl-ACP reductase). **(B)** Schematic diagram of the pathway required to get the physiologically active form of the acyl carrier protein (ACP) according to the annotated genes in *L. plantarum* WCFS1. KDTB pantetheine-phosphate adenylyltransferase; CoAE (Dephospho-CoA kinase). PPT (4′-phosphopantetheinyl transferase). (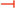), Stages transcriptionally downregulated by olive oil.

### Cell Wall Modification in Response to EVOO Stress

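D-lactate is made by D-lactate dehydrogenase (*ldhD*, lp_2057) and by the lactate racemase, whose operon includes *larC1* (lp_0106), *larC2* (lp_0107) and *larE* (lp_0109). The log2 ratio of *ldhD* was 0.43 on replicate 1, -0.14 on replicate 2 and 0.36 on replicate 3. For *larC2*, the mean log2 ratio was 0.20 ± 0.14 (standard error, 3 arrays), for *larE* 0.11 ± 0.16 and for *larC1* -0.03 ± 0.13. None of these 4 genes passed limma's test, the lowest adjusted p being that of *ldhD* (0.485).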

Induction of genes within the lactate racemization operon (*lp_0106, lp_0107* and *lp_0109*) and *ldhD* (D-lactate dehydrogenase), all coding for proteins involved in the synthesis of D-lactate (basic component of the *L. plantarum* peptidoglycan (PG)), was observed. In addition, genes related to transpeptidation of PG chains (*pbp2B*) and peptidoglycan hydrolases (PGHs) hydrolyzing specific PG bonds (*lytA* and *lytH*), were also upregulated. 

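Among the 7 genes of D-lactate and peptidoglycan that the study names, the amidase gene *lytH* (lp_1982) had the highest log2 ratio, at 0.62 (standard error 0.15, adjusted p = 0.118 from limma), with 0.62, 0.30 and 0.94 on replicates 1, 2 and 3. The muropeptidase gene lp_3421 (*lytA*) had 0.41 (standard error 0.14, adjusted p = 0.225 from limma) and the transpeptidase gene lp_1568 (*pbp2B*) 0.38 (standard error 0.16, adjusted p = 0.292). No gene of the 7 passed over all genes, and 1, *lytH*, was higher when adjusted over the list alone. The study chose the list on these arrays, so this is not independent evidence. The median over the 7 genes was 0.21, with an adjusted p of 0.0860 in limma's camera test. Without replicate 2, the median was 0.39 (adjusted p = 0.00342 in limma's camera test), the lowest adjusted p over the alternatives. The highest, 0.933, is that of limma's camera with an estimated correlation, which was 0.717 among these genes. As that form has 2 degrees of freedom on 3 arrays, this value does not tell how much the correlation matters.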

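Genes that decorate the cell wall showed small ratios. The log2 ratio was -0.31 (standard error 0.13, adjusted p = 0.290 from limma) for the *tagB* type gene lp_1977 of teichoic acid synthesis and -0.27 (standard error 0.12, adjusted p = 0.306) for the mannosyltransferase gene lp_1431. Both lay below 0 on all 3 arrays. The glycosyltransferase gene lp_1763 had a log2 ratio of -0.08 ± 0.15 (standard error, 3 arrays) and the other mannosyltransferase gene lp_2141 0.10 ± 0.13. None of them passed the test.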

Genes involved in the decoration of the cell wall with teichoic acids (*lp_1977*, TagB primase), or in glycosylation (*lp_1763*, putative *N*-acetylgalactosamyl transferase) and mannosylation processes (*lp_1431, lp_2141*, putative dolichyl-*P*-mannose–mannosyltransferases) were downregulated by EVOO. 

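The mucus-binding protein gene lp_1643 had a log2 ratio of -0.16 (standard error 0.16, adjusted p = 0.657 from limma). It was -0.51 on replicate 1, 0.28 on replicate 2 and -0.24 on replicate 3. Of the 5 genes of cell wall decoration that the study names, this 1 included, none passed over all genes and none when adjusted over the list alone. At a nominal p under 0.05, 1 was lower, and the list, being the study's choice on these arrays, is not independent evidence.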

Interestingly *lp_1643*, a gene coding for the sole mucus-binding protein among 10 new glycoproteins recently identified in *L. plantarum* (Fredriksen et al., 2013), was downregulated. Furthermore, genes coding for putative regulators of the chain length from capsular polysaccharides (*cps*) of *L. plantarum* WCFS1 were down- (*cps3E* and *cps3H*) or up-regulated (*cps4B*).

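The 3 capsule genes did not pass the test, over all genes or adjusted over the list alone. The log2 ratio was -0.08 (standard error 0.29, adjusted p = 0.919 from limma) for *cps3E* (lp_1221), -0.01 (standard error 0.23, adjusted p = 0.993) for *cps3H* (lp_1225) and -0.20 (standard error 0.13, adjusted p = 0.450) for *cps4B* (lp_2107). *cps3E* and *cps3H* lay below 0 on replicate 1, at -1.15 and -0.72, and above 0 on replicate 2, at 0.34 and 0.04, and on replicate 3, at 0.58 and 0.66. Without replicate 1, *cps3E* was higher, at 0.46 (adjusted p = 0.0224 from limma). The treated RNA is green on both arrays that remain, so dye and treatment cannot be told apart there. With a dye term in the fit of all 3 arrays, the ratio of *cps3E* was -0.34.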

### Influence of EVOO on Osmoprotective Mechanisms

A set of seven genes involved in the transport or metabolism of compatible solutes (osmoprotectants) were differentially transcribed in the presence of EVOO. These genes included those within the trehalose operon [*lp_0262* (transcriptional repressor)], *lp_0263* (trehalose-6-phosphate hydrolase), *lp_0264* and *lp_0265* (PTS system trehalose-specific transporter subunits IIBC), the GABA transporter (*lp_1722*) and two aquaporins (*lp_0372* and *lp_3436*), which were all downregulated. This profile indicates that these compatible solutes are not required to protect *L. plantarum* from EVOO.

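The trehalose repressor gene lp_0262 had a log2 ratio of -0.18 ± 0.13 (standard error, 3 arrays) and the trehalose-6-phosphate hydrolase gene lp_0263 -0.15 ± 0.12, both below 0 on all 3 arrays. The transporter subunit genes lp_0264 and lp_0265 had 0.06 ± 0.12 and 0.37 ± 0.15. For the GABA transporter gene lp_1722 the ratio was between -0.07 and 0.08 on the arrays, and for the aquaporin genes lp_0372 and lp_3436 it was 0.15 ± 0.12 and 0.24 ± 0.14. None of the 7 genes passed limma's test over all genes and none adjusted over the list alone. At a nominal p under 0.05 lp_0265 alone was higher. The list is the study's own choice on these arrays and not independent evidence. Its median was 0.06 (adjusted p = 0.784 in limma's camera test).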

### Respiration Functions are Compromised by the Presence of EVOO

Genes coding for components of the electron transport chain required for the respiration metabolism of *L. plantarum* WCFS1 were down-regulated upon EVOO. 

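3 genes of the respiratory chain were followed, *ndh2* (lp_1069, NADH dehydrogenase), *cydB* (lp_1126, cytochrome bd oxidase) and *atpF* (lp_2368, subunit b of the ATP synthase). *atpF* had -0.05 on replicate 1, -0.46 on replicate 2 and -0.55 on replicate 3 (adjusted p = 0.282 from limma). The log2 ratio of *cydB* was 0.17 (standard error 0.13, adjusted p = 0.529 from limma). For *ndh2* the ratio was -0.29, 0.02 and 0.25 on replicates 1, 2 and 3 (adjusted p = 0.993 from limma). None passed the test, over all genes or adjusted over the list alone, and at a nominal p under 0.05 *atpF* alone was lower. These genes were named by the study from the same arrays and are not independent evidence.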

Gene *ndh2* (membrane-anchored NADH-dehydrogenase), *cydB* (terminal cytochrome b), and *atpF* (ATPase B subunit) were down-regulated. In addition, other genes related to respiration metabolism such as six genes (*lp_2033, lp_2034, lp_2035, lp_2036, lp_2037, lp_1084*) involved in the synthesis of chorismate, which is the menaquinone precursor molecule, and two genes involved in the terpenoid backbone biosynthesis which are also required for menaquinone production (*lp_1732, lp_2067*), were all downregulated.

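In the chorismate pathway, which also feeds the synthesis of aromatic amino acids, the log2 ratio was 0.04 ± 0.12 (standard error, 3 arrays) for lp_2033, 0.01 ± 0.12 for lp_2034, -0.21 ± 0.17 for lp_2036, -0.06 ± 0.16 for lp_2037 and -0.02 ± 0.16 for lp_1084. *aroE* (lp_2035) lay between -0.43 and 0.18 on the arrays. The terpenoid genes lp_1732 and lp_2067 had 0.38 ± 0.15 and -0.15 ± 0.12. None of the 8 genes passed limma's test over all genes and none adjusted over the list alone. At a nominal p under 0.05, lp_1732 alone was higher. The study drew this list from these arrays, which makes it not independent evidence. Its median was -0.04 (adjusted p = 0.899 in limma's camera test), and 7 of the 8 genes lay below 0 on replicate 1 and 7 above 0 on replicate 2. The 5 loci from lp_2033 to lp_2037 had a median of -0.06 (adjusted p = 0.815 in limma's camera test).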

### Stress-Responsive Pathways in *L. plantarum* during EVOO-Induced Stress

Several subsets of established-responsive genes involved in countering stress were modulated by EVOO. This response included the induction of genes coding for cold-shock proteins (*lp_0031* [*cspL*], *lp_1160* [*cspP*], *lp_0997* [*cspC*]); universal stress protein (*uspA*) paralogs (*lp_1747, lp_2652*); proteases (*lp_0786* [*clpP*], *lp_1903* [*clpB*]) and a molecular chaperone (*lp_0727* [*groES*]).

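The protease gene *clpP* (lp_0786) had the highest log2 ratio among the 8 stress genes that the study names, at 0.52 (standard error 0.13, adjusted p = 0.118 from limma), and lay above 0 on all 3 arrays. For the cold-shock genes *cspL* (lp_0031) and *cspP* (lp_1160), it was 0.18 ± 0.14 (standard error, 3 arrays) and 0.05 ± 0.27. *cspC* was 0.97 on replicate 1, -0.93 on replicate 2 and -0.40 on replicate 3. The *uspA* paralogs lp_1747 and lp_2652 had -0.06 ± 0.15 and 0.20 ± 0.14, *clpB* (lp_1903) had 0.04 ± 0.13 and *groES* (lp_0727), a chaperone gene, -0.04 ± 0.15. None of the 8 genes passed over all genes, and *clpP* was the 1 gene higher when adjusted over the list alone. The genes come from the study's own reading of these arrays, so the count is not independent evidence. Their median was 0.05 (adjusted p = 0.474 in limma's camera test).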

Seven genes coding for proteins involved in the response to oxidative stress response in this microorganism (Serrano et al., 2007), were also induced. 

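Of 7 genes that the study names for the oxidative stress response, the thioredoxin gene *trxA2* (lp_2270) had the highest log2 ratio, at 0.88 (standard error 0.21, adjusted p = 0.115 from limma). Next came *spx5* (lp_3579), of the Spx family of thiol stress regulators, at 0.65 (standard error 0.13, adjusted p = 0.0855 from limma), *spx1* (lp_0836) at 0.60 ± 0.16 (standard error, 3 arrays) and the glutaredoxin-like gene *nrdH* (lp_0694) at 0.51 ± 0.16. These 4 genes lay above 0 on all 3 arrays. *trxH* (lp_2633) had 0.38 ± 0.17, *spx2* (lp_1928) 0.09 ± 0.13 and *spx3* (lp_2228) -0.11 ± 0.13. None of the 7 genes passed over all genes. When adjusted over the list alone, 4 were higher, *trxA2*, *spx5*, *spx1* and *nrdH*. The list was made by the study from these arrays and is not independent evidence. The list as a whole was higher than other genes in limma's camera test with a preset correlation of 0.01 (adjusted p = 0.0131 over 21 lists). This call is lost with an estimated correlation (adjusted p = 0.933 with an estimated correlation, in limma), under which no list passed. With 3 arrays that form of the test has 2 degrees of freedom, so hardly any list could pass it. The loss therefore cannot be put down to correlation among the genes, and that question stays open. limma's fry, which asks whether the genes of a list move 1 way on balance, gave an adjusted p of 0.767.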

The encoded proteins included components of the thioredoxin-thioreductase (Trx-TrxR) system (thioredoxin (*lp_2270* [*trxA2*], *lp_2633* [*trxH*]), a glutaredoxin-like protein (*lp_0694*) [*nrdH*]) and four *spx*-encoded proteins (*lp_0836* [*spx1*], *lp_1928* [*spx2*], *lp_2228* [*spx3*], *lp_3579* [*spx5*]). Other transcriptional modifications related to countering oxidative stress included upregulation of the gene coding for the ribosomal protein 50S L31 (*lp_0512*) which has been previously reported to respond to thiol stress (Paget et al., 2001).

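*rpmE* (lp_0512), the gene of ribosomal protein L31, rose. Its log2 ratio was 0.77 (standard error 0.13, adjusted p = 0.0326 from limma), with 0.66, 0.70 and 0.95 on replicates 1, 2 and 3, and its 3 probes all lay above 0. The call ended under 6 of the 17 alternatives, among them median centring and leaving out replicate 2 or replicate 3. Over the alternatives the log2 ratio lay between 0.55 and 0.83, with adjusted p between 2.84e-06 and 0.247 from limma.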

### Elements Typically Involved in the Stringent Response are Responsive to EVOO

Genes related to major physiological processes typically involved in the stringent response (SR) were differentially transcribed in presence of EVOO. The SR, which is triggered on exposure to nutritional or other environmental stresses in bacteria (Potrykus and Cashel, 2008), affects the expression of genes related to stress survival (such as those described above) and also of genes related to processes involved in cell proliferation.

Regarding genes involved in cell proliferative processes we observed alteration in the expression of rRNA genes which is, together with downregulation of genes related to nucleotide and FAB, the most conserved feature of the SR. 

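Ribosomal protein genes were followed in 2 lists. Of 6 genes that the study names as higher, 2 rose, *rpsT* (lp_2126, S20), at a log2 ratio of 1.32 (standard error 0.17, adjusted p = 0.0151 from limma), and *rpmE* (L31). The call of *rpsT* ended under 2 of the 17 alternatives, no replicate block and the authors' deposited table (adjusted p up to 0.0722 from limma). The genes lp_1636 (S16) and lp_0737 (S30EA) had 0.36 ± 0.15 (standard error, 3 arrays) and -0.02 ± 0.14, and lp_1973 (S21) had -0.24 ± 0.23. For *rpsF* (lp_0009, S6), the ratio was 0.20 on replicate 1, -0.31 on replicate 2 and -0.56 on replicate 3. Of 9 genes that the study names as lower, none passed the test. The lowest log2 ratios were -0.80 ± 0.43 for lp_1036 (L2), -0.54 ± 0.19 for lp_1053 (S5) and -0.52 ± 0.31 for lp_1041 (L16). By the methods' rule for probes, lp_1036 alone of the 9 was called lower, at -1.04. lp_1047 (L5), lp_1052 (L18), lp_1046 (L24), lp_1040 (S3) and lp_1048 (S14) lay between -0.40 and -0.04, and lp_1061 (S11) was 0.09 ± 0.19.

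All 9 of these genes lay above 0 on replicate 1 (median 0.59), all 9 below 0 on replicate 2 (median -0.70) and 8 below 0 on replicate 3 (median -0.74). Their median over the arrays was -0.29 (adjusted p = 0.0905 in limma's camera test). Without replicate 1, it was -0.72 (adjusted p = 6.86e-11 in limma's test), the lowest adjusted p over the alternatives, but there dye and treatment cannot be told apart, as the treated RNA is green on both remaining arrays. With a dye term, the median was -0.13. The highest adjusted p, 0.933, is that of limma's camera with an estimated correlation, which was 0.934 among these genes. Camera in that form has 2 degrees of freedom on 3 arrays, so correlation alone need not be the reason. The median of the 6 genes named as higher was 0.17 (adjusted p = 0.180 in limma's test), and over the alternatives it lay between -0.10 and 0.27, with adjusted p between 0.00233 and 0.933 from limma. These 6 genes passed as a list with a dye term (median 0.24), without replicate 2 (0.27) and without replicate 3 (0.22). Under the other alternatives they did not. Adjusted over the list alone, 2 of the 6 genes and none of the 9 passed. Both lists were chosen by the study on these arrays and are not independent evidence. The paper reasons that altered expression of these genes, with lower expression of nucleotide and FAB genes, is the most conserved feature of the stringent response, and states that genes of that response were differentially transcribed.

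**Figure D2:**
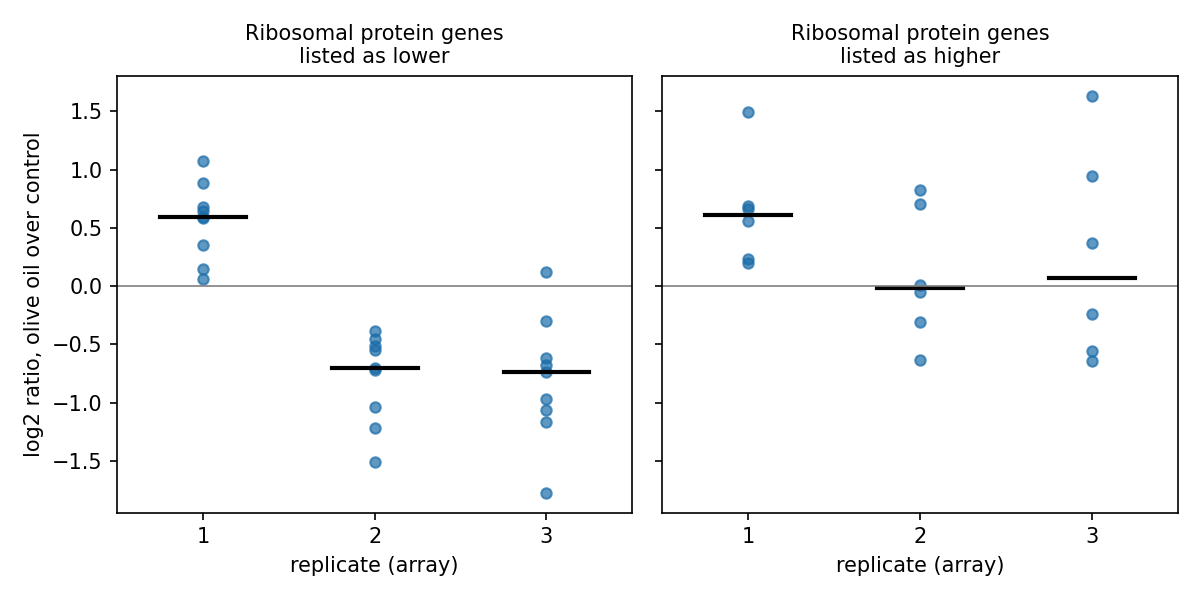
Log2 ratios of olive oil over control for ribosomal protein genes on each of the 3 arrays, for the 9 genes that the study lists as lower (left) and the 6 it lists as higher (right). Points are genes and black bars are medians. The medians of the left panel are 0.59, -0.70 and -0.74 on replicates 1, 2 and 3.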

From 15 rRNA genes affected, nine were downregulated (*lp_1036* [RPL2], *lp_1040* [RPS3], *lp_1041* [RPL16], *lp_1046* [RPL24], *lp_1047* [RPL5], *lp_1048* [RPS14], *lp_1052* [RPL18], *lp_1053* [RPS5], *lp_1061* [RPS11]) and six upregulated (*lp_0009* [RPS6], *lp_0512* [RPL31], *lp_0737* [RPS30A], *lp_1636* [RPS16], *lp_1973* [RPS21], *lp_2126* [RPS20]). In addition, genes coding for cell division proteins [*lp_0542* (*divIC*, septum formation initiator) and *lp_2272* (*zapA*, cell-division Z-ring component, stimulator of FtsZ polymerization)] were upregulated whereas the gene coding for the DnaB helicase (*lp_1512*), a component of the replisome, was downregulated. 

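The cell division genes *divIC* (lp_0542) and *zapA* (lp_2272) had log2 ratios of 0.02 (standard error 0.14, adjusted p = 0.961 from limma) and 0.13 (standard error 0.13, adjusted p = 0.634). For lp_1512, which the paper names as the DnaB helicase gene and Table S2 as the gene of a replication initiation and membrane attachment protein, the ratio was -0.21 (standard error 0.14, adjusted p = 0.478 from limma). None of the 3 genes passed, over all genes, adjusted over the list alone or at a nominal p under 0.05. As the study's choice on these arrays, they are not independent evidence.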

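Probes for 14 tRNA genes were on the array. lp_tRNA44, named as a serine tRNA, fell, at a log2 ratio of -1.10 (standard error 0.16, adjusted p = 0.0281 from limma), with -1.55, -0.95 and -0.79 on replicates 1, 2 and 3. The other serine tRNA genes, lp_tRNA40 and lp_tRNA50, had -0.33 (standard error 0.15, adjusted p = 0.320 from limma) and -0.24 (standard error 0.16, adjusted p = 0.472). The leucine tRNA gene lp_tRNA08 had 1.21 (standard error 0.30, adjusted p = 0.126 from limma), with 0.68, 0.63 and 2.31 on the 3 arrays. By the methods' rule for probes, lp_tRNA08 was called higher and lp_tRNA44 lower, each measured by 1 probe. Adjusted over the list alone, 1 of these 4 genes was higher (lp_tRNA08) and 1 lower (lp_tRNA44). The study chose these 4 on the same arrays, and they are not independent evidence. Over all 14 tRNA genes, none rose and 1 fell, against 2 higher and 1 lower when adjusted over the list alone, and the median was 0.07 (adjusted p = 0.713 in limma's camera test). Without replicate 1, that median was 0.27 (adjusted p = 0.00348 in limma's camera test), but there dye and treatment cannot be told apart, and with a dye term the median was -0.063. An estimated correlation (0.603 in this list) gave the highest adjusted p over the alternatives, 0.959 in limma's camera test. That form of the test has 2 degrees of freedom on 3 arrays and could hardly pass any list. The call of lp_tRNA44 ended under 4 of 17 alternatives, such as scale or quantile normalization between arrays, and lp_tRNA44 was measured by 1 probe.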

Noteworthy, a large accumulation of tRNA^Ser^ (*tRNA40, tRNA44*, and *tRNA50*) and at lesser extent of tRNA^Leu^ (*tRNA08*), was observed. The presence of EVOO affected the expression of five RNA modification enzymes. Two out of these genes code for RNase H activity [*lp_1853* (ribonuclease HII), *lp_2953* (ribonuclease H)], while other for exodeoxyribonuclease V (*lp_2168*). The remaining two genes encode for enzymes dedicated to tRNA modification (*lp_1579* (*miaA*)) and *lp_3688* (ribonuclease P)). 

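For enzymes acting on RNA or DNA, the log2 ratio was -0.37 (standard error 0.13, adjusted p = 0.228 from limma) for *miaA* (lp_1579), which modifies tRNA, and -0.29 (standard error 0.13, adjusted p = 0.322) for the exodeoxyribonuclease gene lp_2168. Both lay below 0 on all 3 arrays. The ribonuclease HII gene lp_1853 had -0.07 ± 0.23 (standard error, 3 arrays). Table S2 gives *rnh*, for ribonuclease H, as lp_2593 and the text as lp_2953, and these loci had -0.15 ± 0.13 each. Ribonuclease P stands as lp_3688a in Table S2 and lp_3688 in the text, with 0.22 ± 0.13 and 0.02 ± 0.14. None of the 7 loci passed, over all genes or adjusted over the list alone, and 1, *miaA*, was lower at a nominal p under 0.05. The list was the study's choice on these arrays and is not independent evidence (median -0.15, adjusted p = 0.458 in limma's camera test).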

Except *lp_3688* (ribonuclease P), which was upregulated, all these genes were downregulated.

The exposure to EVOO modified the expression pattern of genes involved in the *de novo* biosynthesis of purines. Thus, genes involved in the biosynthesis of ribose 5-P (which is the precursor of purines) such as *lp_2183* (ADP-ribose pyrophosphatase) and *lp_0498* (deoxyribose transporter), were downregulated. In addition, a key gene involved in folate biosynthesis (*lp_1869*, dihydrofolate reductase) and a gene requiring (tetrahydro)folate to produce formyl-methionyl tRNAf^met^ (*lp_1616*, methionyl-tRNA formyltransferase), were downregulated. Furthermore, genes coding for “Nudix” hydrolases (*lp_2826, lp_0864*), which are related to nucleotide metabolism, were up-regulated. These hydrolases are involved in the metabolism of a wide range of nucleoside 5′-diphosphate compounds (Kraszewska, 2008), including nucleotide-based secondary messengers such a (p)ppGpp or adenosine tetraphospate (Ap4A). 

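For genes of purine and folate metabolism, the log2 ratio was -0.20 ± 0.14 (standard error, 3 arrays) for lp_2183 (ADP-ribose pyrophosphatase), 0.21 ± 0.13 for lp_0498 (deoxyribose transporter) and -0.17 ± 0.15 for lp_1869 (dihydrofolate reductase). The formyltransferase gene lp_1616 was -0.31 on replicate 1, 0.24 on replicate 2 and 0.07 on replicate 3. The genes lp_0864 and lp_2826, which the paper names as Nudix hydrolases and Table S2 as a phosphohydrolase and a dihydrofolate reductase family protein, had 0.25 ± 0.12 and -0.02 ± 0.14, and lp_0864 lay above 0 on all 3 arrays. None of the 6 genes passed limma's test over all genes, none when adjusted over the list alone and none at a nominal p under 0.05. Being chosen by the study on these arrays, they are not independent evidence. Their median was -0.01 (adjusted p = 0.906 in limma's camera test). All 6 lay above 0 on replicate 2 and 4 below 0 on replicate 1.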

A run in the Phyre2 modeling server ^1^ to probe the likely extent of structural similarity to other proteins showed Ap4A hydrolases as the best hits for the Nudix hydrolases encoded by *lp_2826* and *lp_0864*. Therefore, these hydrolases are potentially involved in ATP production from adenosine tetraphosphate (Ap4A).

Beside genes related to the SR, the presence of EVOO altered the expression of genes involved in the metabolism of intracellular phosphate pools, which play an important role in regulating the central metabolism of lactic acid bacteria (Levering et al., 2012). Upregulated genes within this function were *lp_0330* (fructose biphosphate aldolase), *lp_0746* (substrate binding protein of the phosphate ABC transporter), and *lp_3170* (phophoglycerate mutase). 

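The aldolase gene *fba* (lp_0330), of glycolysis, had a log2 ratio of 0.37 (standard error 0.28, adjusted p = 0.531 from limma). It was 1.27 on replicate 1, -0.55 on replicate 2 and 0.40 on replicate 3. By the methods' rule for probes, *fba* was called higher, at 1.01, the direction that the paper states, while its probes differed in direction. *pstE* (lp_0746), of the phosphate transporter, had -0.46 (standard error 0.16, adjusted p = 0.221) and lay below 0 on all 3 arrays. *pmg9* (lp_3170) had 0.34 (standard error 0.14, adjusted p = 0.292) and lay above 0 on all of them.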

Gene *lp_1083* (transketolase, which produces glyceraldehyde-3P from ribose-5P), was downregulated.

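The transketolase gene *tkt2* (lp_1083) had a log2 ratio of -0.01 (standard error 0.20, adjusted p = 0.982 from limma). It was -0.60 on replicate 1, 0.53 on replicate 2 and 0.04 on replicate 3. Of the 4 genes of the phosphate pools that the study names, none passed over all genes and none adjusted over the list alone, while at a nominal p under 0.05 1 was higher and 1 lower. The study's choice of them on these arrays is not independent evidence. Their median was 0.16 (adjusted p = 0.899 in limma's camera test).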

## Discussion

This study provides insights on how EVOO, the main fat in the Mediterranean diet, affects the expression profile of *L. plantarum* WCFS1 at genome scale (**Figure 3**).

**FIGURE 3:**
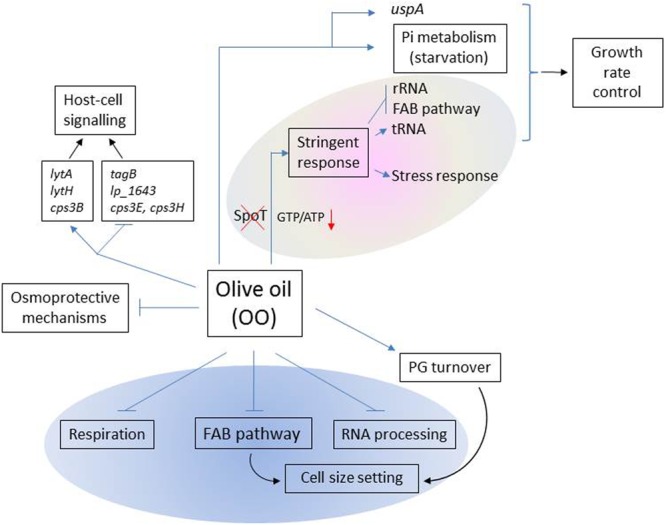
**Scheme of the main functions affected by olive oil in *L. plantarum* WCFS1.** Functions that potentially intersect with the *L. plantarum* FAB pathway are shown inside the blue oval. Within the gray oval, functions typically involved in the stringent response (SR) are represented. Blue arrows (→) represent up-regulated functons; blue perpendicular bars (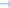), down-regulated functions.

### Transcriptome Alterations Related to the SR

Genome-wide analyses revealed the modulation of a large number of genes typically involved in the SR. This response included the repression of genes required for cell proliferation (**Figure 3**), the accumulation of tRNA and the induction of *uspA* whose product leads to a continuous growth arrest (Kvint et al., 2003). Overall this profile is indicative of redirection of cellular resources and energy away from ribosome biosynthesis to contribute to growth rate control.

Owing to the SR, well established-responsive genes coding for proteases and molecular chaperones were also induced. A previous study has shown that cells of *Lactobacillus sakei* did not display stress responses on solid media containing olive oil (Xu et al., 2016). In the same vein transcriptomic datasets from *L. plantarum* growing in plant (carrot or pineapple) juices showed that these cells did not undergo high levels of environmental stress (Filannino et al., 2016). Although these results are in apparent contrast with the stress responses found in this study, the differences can be explained by the fact that *L. sakei* cells growing on olive oil-supplemented media or *L. plantarum* growing on plant juices were sampled after prolonged times of growth in these media (16 h or more) (Filannino et al., 2016; Xu et al., 2016). In contrast to our olive oil-misfit cells, these *Lactobacillus* cells have probably acquired some degree of adaptation, or are adapted, to thrive in the tested plant-like media at the time of sampling to perform expression studies (Filannino et al., 2016; Xu et al., 2016).

The observed transcriptional response indicated that *L. plantarum* WCFS1 challenged with EVOO underwent oxidative stress as several genes encoding for proteins involved in the thiol-specific oxidative stress response of this microorganism (Serrano et al., 2007), including up to four *spx* genes, were induced. This response might be caused by the phenolic compounds present in the EVOO, such as hydroxytytrosol or *p*-coumaric acid (**Table 2**), which may undergo auto-oxidation and provide a pro-oxidant environment. In support of this hypothesis *L. plantarum* WCFS1 also displayed a thiol-specific oxidative stress response to *p*-coumaric acid stress (Reverón et al., 2012).

The induction of the SR is widely accepted to be triggered by (p)ppGpp accumulation. The synthesis of this alarmone consumes GTP thereby resulting in a decline of GTP/ATP ratio which determines the promoter preferences of RNA polymerase. However, *L. plantarum* lacks of an SpoT homolog, which is the (p)ppGpp synthase that uniquely senses fatty acids as a signal to produce the alarmone (Hauryliuk et al., 2015). This poses the question on how *L. plantarum* can regulate the GTP/ATP ratio in response to fat stress. Regarding this issue, the transcriptomic response to EVOO revealed downregulation of genes involved in GTP biosynthetic (purine biosynthesis), and GTP-consuming pathways (such as folate biosynthesis) which may contribute to control the intracellular GTP levels, a cellular requirement for viability (Kriel et al., 2012). In the same vein, upregulation of two “Nudix” hydrolases involved in ATP production from adenosine tetraphosphate (Ap4A) may also contribute to decrease the GTP/ATP ratio (**Figure 3**).

### FAB Pathway as Potential Regulatory Hub in Biogenesis

The transcriptional response to EVOO advances knowledge on how the *L. plantarum* FAB pathway is inhibited at the transcriptional level by fatty acids (**Figure 2**). The presence of EVOO downregulated the expression of genes involved in the feeding (PDH), initiation and elongation stages of the FAB pathway (**Figure 2**). Furthermore, downregulation was extended to genes involved in the biosynthesis of cofactors (coA and lipoic acid) required to get the physiologically active form of key proteins of this pathway (ACP and PDH, respectively) (**Figure 2**). This expression profile is related to the high fatty acid content in EVOO (**Table 2**) and is consistent with the feedback inhibition of the rate of FA biosynthesis previously observed in *L. plantarum* upon exogenous addition of fatty acids to the medium (Sabaitis and Powell, 1976).

Recently, the FAB pathway has been proposed to play a central role in *Escherichia coli* (Yao et al., 2012) as well as in yeast mitochondria biogenesis (Kursu et al., 2013). FAB pathway dysfunction leads to cell size and shape alterations (Hiltunen et al., 2010; Yao et al., 2012), impairment of the respiratory function in yeast mitochondria (Hiltunen et al., 2010) and alteration of RNA processing and lipoic acid attachment to lipoic acid-dependent complexes. At present, it is unclear whether FAB pathway is important for the biogenesis of *L. plantarum*, as well. However, our transcriptional profile revealed that, besides downregulation of FAB pathway genes, similar functions of *L. plantarum* were affected by EVOO. These included the induction of genes involved in cell shape and size adjustment, down-regulation of genes coding for components of the electron transport chain required for the respiration metabolism of *L. plantarum* WCFS1 (Lechardeur et al., 2011) and the differential expression of up to five RNA processing enzymes and genes involved in the lipoic acid attachment to PDH. Interestingly, this coincidence indicates that the FAB pathway might also play a regulatory role in the biogenesis of *L. plantarum*.

### Expression Profile of Functions Related to Host-Cell Signaling

It is to note that, some of the above mentioned cell envelope functions affected at the transcriptional level by EVOO are not only involved in cell shape determination but also in the interaction with the host. For example, the PGHs encoded by the induced *lytA* and *lytH* genes generate fragments during PG cleavage that are able to modulate the host response (Rolain et al., 2012). Interestingly, other genes involved in the synthesis of surface molecules that are reported as mediators of bacteria-host interactions were also differentially regulated upon EVOO. Thus, *tagB*, a key gene in the biosynthesis of teichoic acids (which own inmunomodulatory properties) and *lp_1643*, a gene coding for a recently identified mucus binding glycoprotein (Fredriksen et al., 2013; Douillard and de Vos, 2014), were downregulated. In the same vein, modulation of genes coding for *cps* chain length regulators may have an impact in the immune response since the chain length of *cps* is an important factor for polysaccharide-induced immune response (Kalka-Moll et al., 2000). This profile is indicative that EVOO can influence the expression of metabolic traits involved in the crosstalk between this bacterium and the host (**Figure 3**).

## Conclusion

The response of *L. plantarum* WCFS1 to olive oil as studied by transcriptomics advances knowledge on the response of lactobacilli to dietary fats. The datasets revealed the involvement of elements typical of the SR in the adaptive behavior of *L. plantarum* to this fat. Expression profiling at genome scale increase our insight on how the FAB pathway is regulated in this organism and its potential intersection with functions related to cell biogenesis.

## Author Contributions

ME-T, BdR, RM, and FF conceived and designed the experiments. ME, IR, and LP performed the experiments. ME, BR, RM, and FF analyzed the data. FF drafted the manuscript. ME, BR, RM, helped to draft the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.sbg.bio.ic.ac.uk/~phyre/

# Supplementary material for: Transcriptional Reprogramming at Genome-Scale of Lactobacillus plantarum WCFS1 in Response to Olive Oil Challenge
**Source:** Front Microbiol. 2017 Feb 17;8:244. doi: 10.3389/fmicb.2017.00244
**Supplement:** Supplementary file 1

**Additional file 1: Table S1.** Oligonucleotides used for qRT-PCR in this study

| **Locus Taga** | **Description** | **Forward primer sequence** | **Reverse primer sequence** | **References** |
| --- | --- | --- | --- | --- |
| *lp_0009* | 30S ribosomal protein S6 | TGCGCAAGTAATTGATTCAAAAG | AAGCCACCGATTTCGTATGC | This study |
| *lp_0265* | PTS system trehalose-specific transporter subunit IIBC | AGCGCACGATGCGGTTA | GGCCTTTGCAACATCAATGA | This study |
| *lp_0997* | Cold shock protein CspC | TCGTACATTTCTCAGCTATCCAAGA | GTTTACAGCTTGGCCTTCATCA | This study |
| *lp_1449* | Cell surface protein, CscB family | TGACTGGTGCGGTGATTCA | CGGGCTCGTTTAGCGAATTA | This study |
| *lp_1880* | Hypothetical protein | GCATTCCTATGCTATCTTTGATGAAG | GATGATCATTTTTGAGTGGTCCAA | This study |
| *lp_2035* | 3-phosphoshikimate 1-carboxyvinyltransferase | GGATGGGCGAACCAGTTG | CCGGATGCAGTTGTGCAA | This study |
| *lp_2368* | H(+)-transporting two-sector ATPase, B subunit | GCTTGGAAGCCCATCACAAA | CAATGTCGTTCGCAATCTTGTC | This study |
| *lp_2755* | Membrane protein | GGGCCAGCCAAAAACAAA | GCCAAGGCACCTAATGTATTCAT | This study |
| **Housekeeping and other internal control genes:** | |  |  |  |
| *lp_2057* | D-lactate dehydrogenase | AACCGCGACAATGTTTTGATT | TTGTGAACGGCAGTTTCAGTGT | Reverón *et al*., 2013 |
| *lp_1963c* | DNA primase DnaG | TCCGGAAGCAGTCGTCAAG | TCGCCGGCAAGTCAATGT | Reverón *et al*., 2013 |
| *lp_0007* | DNA gyrase, A subunit | CCCGACAGCAACGTCTTCA | GGCAGCTGGCGTTTGTTT | Reverón *et al*., 2013 |
| *lp_1962* | RNA polymerase sigma factor RpoD | CGGATCCGCCAAATCG | CGTGATGGGTGGCGTAACTT | Reverón *et al*., 2013 |
| *lp_2301* | recombinase A | CGGCGGGCAGAACAGAT | TTTCCAAGCCACTCTTTTTTCG | Reverón *et al*., 2013 |
| *lp_0789* | Glyceraldehyde 3-phosphate dehydrogenase | CTGGTGCTGCTAAGGCTCTTG | TGTGCATGGCCTTGTAATTTACC | Reverón *et al*., 2015 |
| *lp_rRNA01* | 16S ribosomal rRNA | GGGTAATCGGCCACATTGG | CTGCTGCCTCCCGTAGGA | Reverón *et al*., 2013 |

**a** Designated gene number for the annotated *L. plantarum* WCFS1 genome.

**b** Internal control gene used to calculate the relative expression.

# Supplementary material for: Transcriptional Reprogramming at Genome-Scale of Lactobacillus plantarum WCFS1 in Response to Olive Oil Challenge
**Source:** Front Microbiol. 2017 Feb 17;8:244. doi: 10.3389/fmicb.2017.00244
**Supplement:** Supplementary file 2

**Additional file 2. Table S2.** *Lactobacillus plantarum* WCFS1 genes with differential expression in presence of olive oil 50 %

^a^ Fold change refers to expression in presence of olive oil 50 % relative to expression in buffer lacking olive oil.

^b^ FDR ≤ 0.0001; p<0.01

^c^ LocateP DataBase (<http://www.cmbi.ru.nl/locatep-db/cgi-bin/locatepdb.py>) CS: CleavageSite; Sec-(SPI): Secretory Pathway I; Sec-(SPII): Secretory Pathway II.

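Table S2 lists 242 loci with a fold change of olive oil over buffer, 126 above 0 and 115 below, written as a signed fold in which -2 stands for a level 2-fold lower. For lp_1812, a lipoprotein gene, the table prints 0.12, which no signed fold can hold, and it was left out. The locations come from a prediction of where each protein resides. Against the log2 of the listed folds, the log2 ratios of the 239 genes tested here correlated with Pearson's r = 0.28 and Spearman's rho = 0.30 across genes, which are not independent replicates. Pearson's r was 0.13 without replicate 1, 0.19 with median centring and 0.36 without replicate 2. The genes farthest from 0 in the table are lp_tRNA40, lp_tRNA50 and lp_tRNA44, and the log2 ratio of each lay below 0 here. *rpsT* had the highest log2 ratio of the listed genes.

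**Figure D3:**
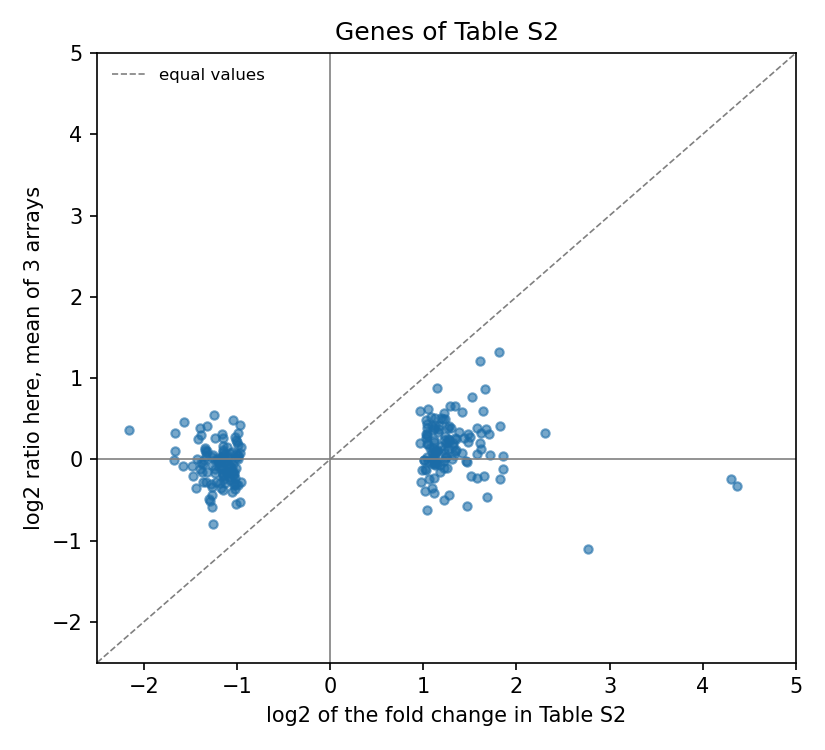
Log2 ratio of olive oil over control as the mean of the 3 arrays (vertical axis) against the log2 of the fold change in Table S2 (horizontal axis). Each point is 1 of the 239 genes, and the dashed line marks equal values. Most points lie nearer 0 on the vertical than on the horizontal axis, with a median size of 0.20 against 1.18. The listed folds average significantly regulated probes of genes selected by fold, and the vertical values average all probes.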

How the deposited data were processed for this re-analysis (not part of the article)

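Transcripts of *L. plantarum* WCFS1 were measured on 3 2-colour Agilent 60-mer arrays of 15744 spots, of which 15208 belong to genes and 536 are controls. Each array compared cells exposed to 50% olive oil for 10 min with control cells shaken in buffer, and the replicate number pairs the treated and the control cells of an array. The labels call the replicates biological, while the methods describe more pairs of cultures than arrays and do not say how cultures were assigned to arrays or whether they were pooled. The treated cells carried the red dye on replicate 1 and the green dye on replicates 2 and 3, as the labels give it.

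The deposited intensities are the mean brightness of each spot and the median brightness of its background in each channel, which the authors obtained with an Agilent scanner and its Feature Extraction software, as the file headers say, where the methods name a GenePix scanner and its software. The processed intensities in the same deposited files were background-subtracted, spatially detrended and dye-normalized by that software, and the deposited log10 ratio is that of red over green processed signal and entered no fit. Flags for outlier, saturated and dim spots were set by the same software. The authors' deposited table of their comparison holds, for each of 15744 spots, the mean log2 ratio, a signed fold change, p-values and FDR values from limma and rank products. As the header of that table says, the authors corrected the background by normexp with an offset of 50, normalized by loess within slides and quantile between slides, and adjusted by FDR. The deposited rank product estimate and the signed fold were treated as scores, since the first exceeds 1 for many spots and the second is not on a ratio scale. Per-sample columns of that table that could not be tied to a sample of the series by their name, 3 in number, were not used.

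Here, the mean and background intensities were corrected by normexp with an offset of 50 and normalized by loess within each array, with control spots and outlier spots at weight 0 (limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0). The methods name normexp and loess, the offset is that of the header of the authors' table, and the weights were chosen here. Spots of 1 probe were averaged and then the probes of a gene, and the log2 ratio of each array was turned to olive oil over control. Of 3046 genes, 3022 with a value on all 3 arrays were fitted with lmFit and eBayes (2 residual and 6.17 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg. Genes were called at an adjusted p under 0.05, and also at the methods' thresholds and by the methods' rule for probes. The methods average the fold over significantly regulated probes, which is the rule for probes used here, whereas the mean over all probes of a gene was chosen here for the main ratio, and probes of 44.5% of the genes differed in direction. No gene named in the text was dim in a channel on every array, and 4 genes were. The number of arrays limits the precision.

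The named genes are all genes that the paper's results, Table 1 or Table S1 name, the 10 genes with the largest rise and the 10 with the largest fall among those that passed with 1 direction on all arrays, and up to 4 genes of each gene list. The values of Table S2 had been seen when this rule was set. Of 60 gene lists set in advance, 21 had members on the array and were tested. The other 39 were defined by gene name only, and none of the locus tags of the reference at hand, which is of another assembly, matched the array (0 matches), so they were not analysed here. Lists were tested with limma's camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, with Benjamini-Hochberg adjustment over the 21 lists. Loci without a name in the paper's tables are given by their number, since the files do not pair them with names.

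Because each array holds the treated and the control cells of 1 replicate, the log ratio takes the pairing into account. A fit of 6 channels without the replicate block was run beside it, with a dye term and quantile normalization of the mean intensities between arrays. Alternatives were offset 0, no background correction, the software's processed intensities, median centring, scale normalization between arrays, filters on dim probes, outlier spots kept, the median over probes, a dye term, eBayes with trend and robust, no replicate block, each replicate left out and the authors' deposited table, besides quantile normalization between arrays, which was added after the data had been seen. For the authors' deposited table, p-values of single spots were adjusted over the spots of the tested genes, and a gene took its lowest adjusted p. The steps were tested on simulated data with known changes, in which the noise of each gene was drawn independently of other genes. Permutation tests used 100000 draws for Table 1 and 10000 random orders for neighbouring loci. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.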

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

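All tests of explanations in this part were chosen after the result was seen. The genes were picked because they changed on the arrays while Table S2 does not list them.

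Of the 28 changed genes, 24 are not in Table S2, 15 of them higher and 9 lower with olive oil. The log2 ratio was -3.91 for lp_2739 and -3.35 for lp_2740, and 1.72 for lp_2638 and 1.60 for lp_3393. The calls of lp_2739, lp_2740 and lp_2638 held under all 17 alternatives run, with log2 ratios from -4.04 to -3.77, from -3.51 to -3.25 and from 1.56 to 2.17. The call of lp_3393 ended under 1 of them, the fit without the replicate block (adjusted p = 0.0697 from limma). The paper does not report these 4 loci.

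A dye effect alone is excluded as the source of the low ratios of lp_2739 and lp_2740, since on replicate 1, the array of the other dye orientation, the higher of the pair was -3.26. A single failing probe is excluded as well, since over the 6 probes and 3 arrays the highest probe ratio was -2.74. Loss of the locus from the treated cells stays open, as the lowest treated signal was 3.01 times the highest negative control spot of its array, and binding of other transcripts to these probes was not measured. A lower transcript level of a run of neighbouring genes is a candidate explanation, since all 3 of the loci that follow in number fell. Their calls ended under 2, 3 and 5 of the 17 alternatives, while their log2 ratios were at most -0.83, -0.80 and -0.72 under any of them. The lower level of a run of genes remains a hypothesis found and tested on the same arrays, and exposure to olive oil is the biological explanation that the design gives.

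Across genes, olive oil over control was alike on replicates 2 and 3 and less so on replicate 1. The ribosomal genes listed as lower and the *fab* run moved with this split. A dye effect larger than the treatment effect would give red over green a positive correlation between replicate 1 and the others. For replicates 1 and 3 that correlation was -0.36, which argues against it for this pair across all genes. For replicates 1 and 2 it was -0.028, within 2 standard errors of 0 (0.0364), which leaves it open. This error treats genes as independent, which they are not, so it is too small and the correlations are descriptive. For the ribosomal genes listed as lower and the *fab* run a dye effect stays open as well, since their median ratio of red over green had 1 sign on all 3 arrays. A difference of replicate 1 in culture or handling cannot be told apart from the dye orientation, as 1 array has that orientation, and the highest correlation of olive oil over control with replicate 1 was 0.36.

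Turning the sign of each array in every way gives 4 patterns. As many as 28 changed genes came from 1 of the 4 patterns, the real one, and the highest of the other patterns gave 0. These 4 patterns are too few for a share under 0.05.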

How the results depend on the processing

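The quantile normalization between arrays was chosen after seeing the data, and all other alternatives were set earlier. The number of genes higher and lower at an adjusted p under 0.05 in limma's test was 18 and 10. It stayed within 1.5 times that under offset 0, no background correction, processed intensities, the filters on dim probes, outlier spots kept, the median over probes and quantile normalization (19 and 9). Scale normalization gave 17 and 4, median centring 9 and 4, a dye term 222 and 84, and trend and robust 74 and 30. The authors' deposited table gave 3 and 2. Its p-values are those of single spots, adjusted over 15103 spots, and each gene took its lowest, so these counts are not like for like. The fit with no replicate block, which ignores the pairing on an array, gave 7 and 6. It also holds a dye term and quantile normalization of the mean intensities between arrays, so the block is not its only change. Leaving out 1 replicate gave 10 to 296 higher and 6 to 242 lower, the most without replicate 1 and the least without replicate 3. With a dye term or without replicate 1, the fit has 1 residual degree of freedom and gives all genes a common spread. The cause of these changes in the counts was not tested. Of the 28 genes, 28 were shared with the calls of the dye term and of the fit without replicate 1, 13 with median centring, 12 with no replicate block and 5 with the authors' table.

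At the methods' thresholds, leaving out a replicate gave 9 to 21 genes higher and 5 to 19 lower, and 1.5-fold in place of 2-fold gave 73 and 25. By the probe rule, 55 were higher with processed intensities, 15 with a dye term and 11 to 57 without a replicate, 6 to 48 were lower without a replicate, and with adjusted p the rule gave 4 and 2. Of the genes of Table S2, 1 changed in the listed direction with median centring, 36 with a dye term, 10 with trend and robust, 1 with no replicate block, 0 in the authors' deposited table (limma) and 1 to 39 without a replicate, while 1, 13, 2, 1, 0 and 1 to 21 changed in the opposite direction in the same settings.

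Among gene lists, the call of the oxidative stress genes ended with an estimated correlation (median 0.51, adjusted p = 0.933 from limma). Since that form of camera has 2 degrees of freedom here, the correlation itself need not be the reason. Other lists passed under some settings only. The D-lactate and peptidoglycan genes did with a dye term or with no replicate block (median 0.27 each). Both of these settings hold a dye term and gave the same median, so they are not separate evidence. The ribosomal genes listed as lower and the *fab* run did with median centring (-0.57 and -0.64). So did the ribosomal genes listed as higher with a dye term (0.24) and the study's tRNA genes with no replicate block (-0.38). Among the fits without a replicate, those without replicate 2 and without replicate 3 have balanced dyes. Without replicate 1, the FAB genes, the ribosomal genes listed as lower, the *fab* run and all tRNA genes passed. Without replicate 2, the D-lactate genes and the ribosomal genes listed as higher did, and without replicate 3 the *fab* run (median -0.36, adjusted p = 0.000891 in limma's test), the ribosomal genes listed as higher and the study's tRNA genes did. Over the fits without a replicate, medians ran from -0.18 to -0.051 for the FAB genes, 0.14 to 0.39 for the D-lactate genes, -0.72 to -0.10 and 0.025 to 0.27 for the ribosomal genes listed as lower and higher, -0.42 to -0.089 for the study's tRNA genes, -0.65 to 0.010 for the *fab* run and -0.12 to 0.27 for all tRNA genes. *cps3E* (lp_1221) turned from -0.08 to 0.46 without replicate 1, where dye and treatment cannot be told apart. Over the fits without a replicate its ratio ran from -0.40 to 0.46. The signals lay well above background for nearly all spots, and the number of arrays sets the precision.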

Differences from the paper's values

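The tests in this part were set before the data were examined. The paper's values are compared here with those of the probe rule or the gene fit, and 26 of 27 comparisons differ, 25 of them under every alternative set before the data were examined, with gene counts compared by the probe rule alone. A log2 ratio is taken to differ from the paper's where the signs differ or the gap exceeds the SD of the gene over the 3 arrays, and any other value where 1 is more than 1.5 times the other.

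The paper reports 230 genes differentially expressed, 123 higher and 107 lower, at a nominal p under 0.05. Its methods also state that the FDR was controlled, and the footnote of Table S2 gives stricter limits on FDR and p. The main comparison here used the nominal p. The results section gives the threshold as a log2 ratio of 2 and the methods as a fold of 2, of which the fold was used here, and Table S2 holds 242 loci. The methods' probe rule gave 30, 23 and 7 here. The paper's share is 7% of the genes and that found here 0.993%. By this rule at 2-fold, no alternative gave a value within 1.5 times of these. At other thresholds than the paper's, some did. In the gene fit at a nominal p under 0.05 and 1.5-fold, 115 genes were higher and 101 lower without replicate 1. There dye and treatment cannot be told apart, and 134 of the 239 genes of Table S2 had the listed direction, against 156 in the main fit. Under the same thresholds, 123 and 34 passed without replicate 2 and 95 and 33 with processed intensities. A count near the paper's does not make the genes the same. At an adjusted p under 0.05 with no fold asked for, the dye term gave 222 and 84. At a nominal p alone, 108 and 46 passed without replicate 3. Without replicate 2, with median centring, the median over probes or processed intensities, 120 to 158 were lower, but 249 to 347 were higher. The paper's squared correlation of microarray and RT-qPCR ratios over Table 1 is 0.89, and with the ratios found here it was 0.0852, and from 0.000406 with median centring to 0.341 without replicate 2 under the alternatives.

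For Table 1, the paper's microarray log2 ratio is 2.31 for lp_1880, 1.8 for *cspC* (lp_0997), 1.48 for *rpsF* (lp_0009), 1.34 for lp_2755 and 1.14 for *ldhD* (lp_2057). The ratios here were 0.33, -0.12, -0.22, 0.58 and 0.21. The paper's fall on the log2 scale is 0.95 for *atpF* (lp_2368), 1.27 for lp_1449, 1.34 for *aroE* (lp_2035), 2.16 for *pts5ABC* (lp_0265) and 0.69 for *gyrA* (lp_0007). Counted in the same way, with a rise negative, the values here were 0.35, 0.15, 0.087, -0.37 and -0.0072. For lp_2755 the fit without replicate 2 showed no difference, and for the other 9 genes all alternatives did.

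For Table S2, the log2 of the paper's fold is 4.37 for lp_tRNA40, 4.31 for lp_tRNA50, 2.77 for lp_tRNA44, 1.86 for lp_1281 and 1.83 for *rpsU* (lp_1973), against -0.33, -0.24, -1.10, 0.040 and -0.24 here. It is -1.57 for lp_2823, -1.58 for *cps3E* (lp_1221), -1.67 for lp_1249 and *pdhD* (lp_2151) and -1.68 for *ndh2* (lp_1069), against 0.46, -0.077, 0.10, 0.33 and -0.0042 here. All alternatives showed these differences. The paper's value for lp_tRNA08, 1.61, lies within the wide SD of that gene over the arrays (0.96) from the 1.21 here, so no difference can be told, and without replicate 3 the ratio was 0.66. The median size of the log2 ratio over the genes of Table S2 is 1.18 in the paper and 0.20 here, under each alternative more than 1.5 times apart. These sizes are not like for like. The paper's folds average significantly regulated probes of genes selected by their fold, and the main ratios here average all probes.

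Of 102 loci of genes that the paper's text or Table 1 names with a direction, the mean ratio had that direction for 73 and the opposite for 29, and of the 239 genes of Table S2 it had the listed direction for 156. The paper states that the serine tRNAs were higher, and lp_tRNA44 fell here, whereas *rpsT* and *rpmE* rose as the paper states. The paper gives lp_3436 as lower in the text and higher in Table S2, and its ratio here was 0.24. Genes of Table S2 that were not called here were called in the listed direction by other settings. In the listed and the opposite direction, the dye term called 36 and 13 in all, the fit without replicate 1 called 39 and 21, trend and robust 10 and 2 and the fit without replicate 2 called 6 and 1, against 3 and 1.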

Other observations

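All tests of hypotheses in this part were chosen after the result was seen, whereas the gene lists were tested as set in advance.

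A list of 4 control genes of Table S1 (lp_0789, lp_1962, lp_1963 and lp_2301) had a median log2 ratio of 0.14 (adjusted p = 0.899 in limma's camera test), and none passed. Of the other control genes of that table, *gyrA* and *ldhD* were in other lists and the rRNA gene was not on the array. The 5 genes of cell wall decoration had a median of -0.16 (adjusted p = 0.414 in limma's test), the 3 capsule genes -0.08 (adjusted p = 0.745 in limma's test), the 3 electron transport genes -0.0042 (adjusted p = 0.896 in limma's test) and the 3 genes of cell division 0.02 (adjusted p = 0.906 in limma's test). For the 4 tRNA genes that the study names the median was -0.28 (adjusted p = 0.414 in limma's test) and for the 4 other genes of Table 1 it was 0.17 (adjusted p = 0.474 in limma's test).

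Changed genes stood next to each other in the order of locus numbers. Of 27 changed genes among 3008 numbered loci, 13 had a changed neighbour, and 8 adjacent pairs of changed genes had 1 direction, where the highest of 10000 random orders gave 3 (permutation p = 1e-04, the smallest that these orders can give). Across all loci, the ratio of a locus correlated with that of the next with r = 0.31, and the highest of the random orders gave 0.07. On replicates 1, 2 and 3 alone, r was 0.28, 0.34 and 0.25. Neighbouring genes may share transcripts, as a hypothesis, since 8 pairs are more than any random order gave, though the order on the genome was taken from the locus numbers alone.

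The fold changes of Table S2 were not recovered from the arrays, at r = 0.28 over its genes. Turning the sign of 1 array raised r to 0.38 at most, so a single turned array is excluded as the whole explanation. Among the settings run, the highest r was 0.36, without replicate 2, so none of them is the explanation, and processing that was not run stays open. In the authors' deposited table, 13 of 15744 spots had a limma FDR under 0.05 and 53 a rank product estimate under 0.05. Of the genes of Table S2, 159 had the listed direction there, with r = 0.31. Across genes, the mean ratios of the deposited table correlated with those found here with r = 0.977. The gap to Table S2 is thus also present in the authors' own deposited comparison.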
